# Integrative Analysis of Long Non-coding RNAs, Messenger RNAs, and MicroRNAs Indicates the Neurodevelopmental Dysfunction in the Hippocampus of Gut Microbiota-Dysbiosis Mice

**DOI:** 10.3389/fnmol.2021.745437

**Published:** 2022-01-11

**Authors:** Lanxiang Liu, Haiyang Wang, Xueyi Chen, Yangdong Zhang, Wenxia Li, Xuechen Rao, Yiyun Liu, Libo Zhao, Juncai Pu, Siwen Gui, Deyu Yang, Liang Fang, Peng Xie

**Keywords:** depression, gut microbiota, lncRNAs, mRNAs, miRNAs

## Abstract

Major depressive disorder is caused by gene–environment interactions and the gut microbiota plays a pivotal role in the development of depression. However, the underlying mechanisms remain elusive. Herein, the differentially expressed hippocampal long non-coding RNAs (lncRNAs), messenger RNAs (mRNAs), and microRNAs (miRNAs) between mice inoculated with gut microbiota from major depressive disorder patients or healthy controls were detected, to identify the effects of gut microbiota-dysbiosis on gene regulation patterns at the transcriptome level, and in further to explore the microbial-regulated pathological mechanisms of depression. As a result, 200 mRNAs, 358 lncRNAs, and 4 miRNAs were differentially expressed between the two groups. Functional analysis of these differential mRNAs indicated dysregulated inflammatory response to be the primary pathological change. Intersecting these differential mRNAs with targets of differentially expressed miRNAs identified 47 intersected mRNAs, which were mainly related to neurodevelopment. Additionally, a microbial-regulated lncRNA–miRNA–mRNA network based on RNA–RNA interactions was constructed. Subsequently, according to the competitive endogenous RNAs (ceRNA) hypothesis and the biological functions of these intersected genes, two neurodevelopmental ceRNA sub-networks implicating in depression were identified, one including two lncRNAs (4930417H01Rik and AI480526), one miRNA (mmu-miR-883b-3p) and two mRNAs (*Adcy1* and *Nr4a2*), and the other including six lncRNAs (5930412G12Rik, 6430628N08Rik, A530013C23Rik, A930007I19Rik, Gm15489, and Gm16251), one miRNA (mmu-miR-377-3p) and three mRNAs (*Six4*, *Stx16*, and *Ube3a*), and these molecules could be recognized as potential genetic and epigenetic biomarkers in microbial-associated depression. This study provides new understanding of the pathogenesis of depression induced by gut microbiota-dysbiosis and may act as a theoretical basis for the development of gut microbiota-based antidepressants.

## Introduction

Major depressive disorder (MDD) is a heterogeneous and multifactorial psychiatric disorder. Globally, more than 350 million people suffer from depression and the lifetime prevalence of MDD is 6.8% (GBD 2017 Disease and Injury Incidence and Prevalence Collaborators, 2018). Gene–environment interaction plays a crucial role in the etiology of MDD (Assary et al., 2018). The gut microbiota, a community of microorganisms in the gastrointestinal tract, is a pivotal environmental factor that is recognized to play an important role in regulating human health and disease through microbiota–host bidirectional communication (Lynch and Pedersen, 2016). In genetically susceptible individuals, the gut microbiota may interact with genetic factors to co-regulate the host’s disease symptoms. Alternatively, a “pathogenic” microbiota may be sufficient to trigger a psychiatric condition, such as depression, even without a genetic risk.

Abundant preclinical and clinical evidence indicates moderating effects of the gut microbiota on the onset of depression. Significantly, disturbances in the gut microbiota, characterized by alterations in the relative abundances of the phyla *Actinobacteria*, *Bacteroidetes*, *Firmicutes*, and *Proteobacteria*, were identified in patients with MDD (Jiang et al., 2015; Zheng et al., 2016; Simpson et al., 2021). Moreover, transplant of fecal microbiota from patients with MDD into microbiota-deficient rodents promoted depressive-like behaviors indicating a causal role of gut microbiota dysbiosis in depression (Kelly et al., 2016; Zheng et al., 2016). A key question is, therefore, how do these “pathogenic” microbiota trigger the development of depression? Gut microbiota can regulate depression via the microbiota-gut-brain axis (Foster and McVey Neufeld, 2013). Previously, disruption to mitochondria-mediated biological processes, the MAPK pathway and the CAMKII-CREB pathway, and the hypothalamic-pituitary-adrenal (HPA) axis were identified in gut microbiota-dysbiosis depressed mice (Li et al., 2018; Liu et al., 2020a; Wang et al., 2020). Many pathways in the gut-brain axis, from intricate neuronal pathways to subtle small molecule messaging systems, are involved in the mechanisms by which gut microbiota dysbiosis causes depression-related brain dysfunction and behavioral changes (Cryan et al., 2019). However, the exact mechanisms are complex and remain incompletely understood.

Psychiatric disorders are characterized by transcriptional dysregulation (Gandal et al., 2018; Egervari et al., 2019), and transcriptional signatures of depression have been described (Li et al., 2021; Seney et al., 2021). MicroRNAs (miRNAs) are small non-coding RNAs of 18–25 nucleotides that can suppress gene expression by degrading and/or repressing translation of target mRNAs after binding to complementary sequences in the 3′-untranslated region (UTR) (De Martinis et al., 2020). Long non-coding RNAs (lncRNAs) are more than 200 nucleotides in length and outnumber mRNAs by 3–100 times. However, the function of most lncRNAs is still not clear. lncRNAs can regulate protein-coding genes at various levels, e.g., at epigenetic, transcriptional and post-transcriptional levels (Yao et al., 2019). lncRNAs can act as competitive endogenous RNAs (ceRNAs) that sponge miRNAs through microRNA response elements (Salmena et al., 2011), thereby regulating gene expression of target mRNAs. The absence of gut microbiota can cause changes to the expression of hippocampal mRNAs, miRNAs and lncRNAs (Moloney et al., 2017; Liu et al., 2020b), indicating a regulatory role of gut microbiota in transcriptional activity. However, the microbial-regulated lncRNA–miRNA–mRNA ceRNA network has not been investigated with respect to gut microbiota-dysbiosis-induced depression.

To comprehensively understand microbiota-regulated transcriptional networks in depression, the expression profiling of lncRNA, mRNA, and miRNA in the hippocampus of mice that had been inoculated with “depression microbiota” (microbiota from fecal samples of MDD patients) or “healthy microbiota” (microbiota from fecal samples of healthy controls) were analyzed, and the disturbed biological functions was explored to uncover the pathological mechanisms of gut microbiota-dysbiosis-regulated depression. Finally, a lncRNA–miRNA–mRNA ceRNA network was constructed based on the RNA-RNA interactions.

## Materials and Methods

### Animals

Eighteen male germ-free Kunming mice (8-week-old, 30–40 g) were used in this study. During the experiment, all mice were kept under standard environmental conditions with a 12 h light/dark cycle, a temperature of 22–24°C and humidity of 45–55%. The germ-free status of mice was verified to meet the Chinese Laboratory Animal Microbiological Standards and Monitoring (GB 14922.2-2011) via testing the feces and skin. This experiment was performed in accordance with NIH Guidelines (No. 8023, revised 1978) and approved by the Ethics Committee of Chongqing Medical University.

### Fecal Microbiota Transplantation

As previously described (Liu et al., 2020a), after collecting the fecal samples from MDD patients and healthy controls, 100 milligrams of feces from each sample were suspended in 1.5 ml 0.9% sterile saline, and equal volumes of suspensions were mixed to generate a “depression microbiota” pool and a “healthy microbiota” pool. Germ-free mice (8-week-old) were randomly inoculated with 200 μl pooled samples by gavage to generate “depression microbiota” and “healthy microbiota” recipient mice. To avoid interplay of gut microbiota, mice in the two groups were kept in a separate gnotobiotic isolator. Two weeks is sufficient for successful colonization after fecal microbiota transplantation and is the benchmark time point for assessing disease phenotypes (Turnbaugh et al., 2006; Koren et al., 2012). Therefore, depression-related changes in mice were evaluated 2 weeks after colonization in present study.

### Sample Collection

After anesthesia with 10% chloral hydrate (200 mg/kg, i.p.), mice were killed and the entire hippocampus, a key brain area in the neural circuitry of depression (Mayberg, 2009), was collected, rapidly frozen in liquid nitrogen, and stored at –80°C until microarray analysis. Hippocampal tissues from three randomly chosen experimental mice were mixed as a sample pool, generating three sample pools per group.

### Microarray Analysis

#### Long Non-coding RNAs and Messenger RNAs Profiling

Total RNA was extracted using TRIzol^®^ Reagent (Invitrogen, United States) and quantified using a NanoDrop ND-1000. Purified mRNA was obtained after removing ribosomal RNA using an mRNA-ONLY™ Eukaryotic mRNA Isolation Kit (Epicentre, United States). After labeling with a Quick Amp Labeling Kit, One-Color (Agilent, United States), the prepared RNA sample was amplified and transcribed into fluorescent cRNA using a random priming method. The labeled cRNAs were purified using an RNeasy Mini Kit (Qiagen, Germany) and hybridized onto a Mouse lncRNA Array v2.0 (8 × 60K, Arraystar, United States). Arrays were scanned with the Agilent Scanner G2505C and the acquired images were analyzed using Agilent Feature Extraction software (v 11.0.1.1). The raw data was normalized using the GeneSpring GX v12.0 software package (Agilent, United States). lncRNAs and mRNAs for which at least three out of six samples had Present or Marginal flags (“All Targets Value”) were used for further analysis. Differentially expressed lncRNAs (DELs) and differentially expressed mRNAs (DEGs) between “depression microbiota” and “healthy microbiota” recipient mice with an absolute fold-change ≥ 1.5 and a false discovery rate (FDR) < 0.05 were selected for further functional analysis. Hierarchical clustering was performed to show distinguishable DEL and DEG expression patterns among samples.

#### MicroRNAs Profiling

Total RNA was harvested using TRIzol^®^ Reagent (Invitrogen, United States) and an miRNeasy mini kit (Qiagen, Germany) according to manufacturers’ instructions. The quality and quantity of RNA was measured using a NanoDrop ND-1000 and RNA integrity was determined by gel electrophoresis. Samples were labeled using the miRCURY™ Hy3™/Hy5™ Power labeling kit (Exiqon, Denmark) and hybridized on a 7th generation miRCURY™ LNA Array (v.18.0) (Exiqon, Denmark). An Axon GenePix 4000B was used to scan the slides and the images were processed using GenePix Pro 6.0 software (Axon). The average was calculated for replicated miRNAs. miRNAs with an intensity ≥ 30 were chosen. After Median normalization, differentially expressed miRNAs (DEMs) were identified based on the thresholds of an absolute fold-change ≥ 1.5 and a FDR < 0.05.

### Prediction of Differentially Expressed MicroRNAs and Differentially Expressed Long Non-coding RNAs Targets

Target mRNAs of DEMs were first predicted using TargetScanMouse 7.2 (Agarwal et al., 2015), miRDB (Chen and Wang, 2020), DIANA-TarBase v8 (Karagkouni et al., 2018), and miRTarBase 8.0 (Chou et al., 2018) online tools, and by microRNA Target Filter analysis based on the Ingenuity Pathway Analysis (IPA) database. In addition, target lncRNAs of DEMs were analyzed using ENCORI-starBase v2.0 (Li et al., 2014) and DIANA-LncBase v2 (Paraskevopoulou et al., 2016) tools. Finally, the target mRNAs of DELs were defined as *cis*-regulated genes located within 300 kb upstream or downstream of the genomic location of the DELs.

### Functional Pathway and Network Enrichment Analysis

Gene ontology (GO) analysis was applied to DEGs and the intersected mRNA targets of DEMs to determine biological process, cellular component and molecular function GO terms using OmicsBean online software^1^ with default parameters. To reveal potential pathological mechanisms of gut microbiota-dysbiosis induced depression, enrichment analysis to identify functional pathways and networks were performed through uploading the gene lists (gene symbols) with the corresponding fold changes and *p*-values onto the IPA software^2^, and the analysis parameters were default. Moreover, gene-gene interactions were analyzed based on the STRING database^3^, and an interaction with a confidence score > 0.4 was included in further network analysis. Then, the gene interaction networks were visualized using Cytoscape software (v3.7.2) (Su et al., 2014) on the basis of gene-gene interactions. Highly connected clusters were identified using the MCODE plug-in (Bader and Hogue, 2003) and the hub gene was analyzed using the NetworkAnalyzer plug-in (Doncheva et al., 2012).

### Construction of the lncRNA–miRNA–mRNA Competitive Endogenous RNAs Network

To identify the key genes in microbial-associated depression, intersection analysis of the DEGs and the target genes of DEMs was performed, and the intersected mRNAs sets were used to analyze the mRNA–mRNA interactions, as well as miRNA–mRNA regulatory pairs. In addition, the DELs were also intersected with the target lncRNAs of DEMs, and the intersected lncRNAs were selected to generate miRNA–lncRNA pairs. Subsequently, the lncRNA–miRNA–mRNA network was constructed on the basis of mRNA–mRNA interactions, miRNA–mRNA regulatory correlations, and miRNA–lncRNA relationships. According to the ceRNAs hypothesis, the DEMs and their negatively regulated DEGs and DELs were selected to generate the lncRNA–miRNA–mRNA ceRNA sub-networks. The final networks were visualized using Cytoscape software (v3.7.2).

## Results

### Quality Assessment of RNA Data

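Hippocampal RNA of the recipient mice was hybridized to 1-color lncRNA and mRNA arrays, which measure 1 labeled RNA sample per array. Each of the 6 arrays held 1 pool of 3 mice, and 3 pools came from “depression microbiota” and 3 from “healthy microbiota” recipients, collected 2 weeks after inoculation. The authors deposited the scanner output of each array as intensities on a linear scale, and a table of normalized log2 values. Within each array the deposited log2 values had the same order as the scanner's processed intensities (Spearman's rho of 1 across probes). Their median distance from a quantile normalization of the log2 intensities was at most 0.000944 on any array. Here the processed intensities were log2-transformed, and each array was centered on its own 75th percentile over 59709 non-control probes. Spots marked as outliers were left out, and spots of the same probe were averaged. A probe counted as detected when it was well above background on at least 3 of the 6 arrays. Each detected probe was tested with limma, and a probe was called at an absolute fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds the paper states. The number of probes well above background was 40331, 40983 and 42023 in “depression microbiota” replicates 1, 2 and 3. It was 27905, 39891 and 45858 in “healthy microbiota” replicates 1, 2 and 3. The number of arrays limits the precision, since 3 pools against 3 cannot give an exact permutation p below 0.1. All 6 arrays lay on 1 slide, with each group on a row of its own, so the effect of the array row and that of the group cannot be told apart.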

Quality of RNA data was assessed after low intensity filtering. Box-plots of the lncRNA and mRNA indicated the distributions of the normalized intensities among all tested samples were nearly the same (Supplementary Figures 1A,B). 

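Over the detected probes, the median centered log2 signal of the 6 arrays lay between -1.26 and -1.17. The interquartile range was 4.11, 4.11 and 3.95 in the “depression microbiota” pools and 4.19, 3.96 and 3.76 in the “healthy microbiota” pools. In the authors' deposited log2 values, the array medians lay between 7.24 and 7.26. The lower quartiles of the deposited values were 5.67 on the array of “healthy microbiota” replicate 1 and between 5.73 and 5.75 on the others.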

Scatter-plots indicated the variation and reproducibility of the lncRNA and mRNA expression between the two compared groups (Supplementary Figures 1C,D). 

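Across 41059 detected probes with a value on every array, Pearson's r had a median of 0.985 over the 6 pairs of arrays within a group and of 0.984 over the 9 pairs between groups. The coefficients ranged from 0.978 to 0.992 within groups and from 0.980 to 0.991 between groups. The median Spearman's rho was 0.974 within and 0.970 between groups. These coefficients are across probes, which are not independent replicates. The difference between the within-group and between-group medians of r was 0.0014, smaller than the standard deviation of 0.0044 among the pairs. With normexp background correction the order turned, with medians of 0.990 within and 0.992 between groups. The array of “healthy microbiota” replicate 1 had the lowest mean r with the other arrays, 0.980, and “depression microbiota” replicate 3 the highest, 0.987. Between the means of the groups r was 0.995, and 94.5% of the detected probes differed by less than 1.5-fold.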

A box-plot of the miRNA is shown in Supplementary Figure 2 to visualize the distribution of each sample, and a scatter-plot to assess the correlation among replicate experiments is shown in Supplementary Figure 3. Microarray-based analysis of hippocampal tissues from gut microbiota-dysbiosis mice identified the levels of lncRNAs, mRNAs, and miRNAs.

### Functional Analysis of DEGs in Response to Gut Microbiota-Dysbiosis

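In the scanner output, 41155 of the 59709 non-control probes were well above background on at least 3 of the 6 arrays, and all probes of the authors' deposited table were among them. A looser limit, a positive and significant signal on 3 of 6 arrays, kept 52939 probes, and a limit of well above background on all 6 arrays kept 27255. With each pool left out in turn, between 39440 and 41072 probes were detected. These numbers cover mRNA and lncRNA probes, which were not separated here.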

In total, 19,775 mRNAs in the hippocampus of gut microbiota-dysbiosis mice were quantified. Based on the aforementioned screening criteria for differentially expressed RNAs, 200 DEGs were identified between the two groups (Supplementary Table 1). Of these, 112 were up-regulated and 88 were down-regulated in “depression microbiota” inoculated mice compared with “healthy microbiota” inoculated mice (Figure 1A). 

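Among the 41155 detected probes, limma called none between “depression microbiota” and “healthy microbiota” pools, and the smallest adjusted p was 0.727. At an unadjusted p under 0.05 there were 1830 probes, or 4.45% of those tested, where chance alone gives 5%. Over the alternatives set in advance with all 6 pools, the share ran from 4.02% (normexp background correction) to 6.68% (replicate number as a block). Of the 1830 probes, 849 also changed by at least 1.5-fold, with 303 up-regulated and 546 down-regulated in “depression microbiota” pools. Quantile normalization gave 1020 such probes, with 610 up-regulated and 410 down-regulated, and also called none. An equal-variance test per probe called none either, with 2283 probes at an unadjusted p under 0.05. Among the settings with all 6 pools, the count of calls rose to 1 with a mean-variance trend and robust moderation in limma, which called Hspa13 at an adjusted p of 0.0287 (0.0287 to 1 over the alternatives). Without “healthy microbiota” replicate 1, limma called 2 probes, neither matched to a gene here and both lower in “depression microbiota” pools.

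**Figure D1:**
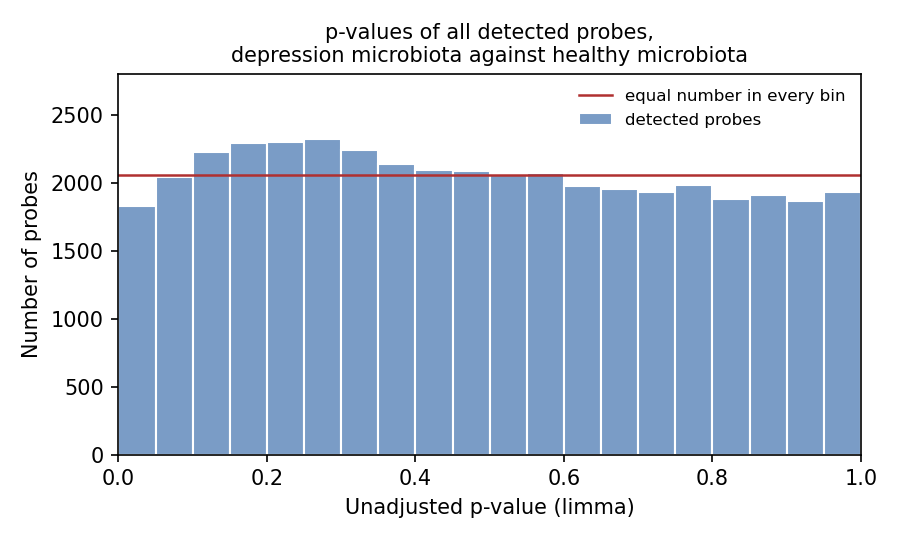
Histogram of the unadjusted limma p-values of the 41155 detected probes in 20 bins of width 0.05. Bars give the number of probes per bin, the line marks an equal number in every bin, and the lowest bin, with 1830 probes, lies under the line.

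No probe passed both thresholds, so the 5 probes with the smallest p are given. The centered log2 signal of Hspa13 (chromosome 16) was 0.87 ± 0.20 (SD, n = 3 pools) with “depression microbiota” and -0.80 ± 0.04 (SD, n = 3) with “healthy microbiota,” a log2 fold change of 1.67 (SE 0.15, adjusted p = 0.727). Prg4 (chromosome 1) had a log2 fold change of -1.56 (SE 0.18, adjusted p = 0.942) and was well above background in 2 of the 3 pools of each group. The probe ASMM9PARTA051282 had a log2 fold change of 1.71 (SE 0.23) and the lincRNA probe MM9LINCRNAEXON10927-_P1, well above background in only 1 “depression microbiota” and 2 “healthy microbiota” pools, one of -1.07 (SE 0.15). With normexp background correction the log2 fold changes were 1.37 for Hspa13, 1.56 for ASMM9PARTA051282, -0.63 for Prg4 and -0.39 for the lincRNA probe. Normexp adds an offset of 50 to every signal, which shrinks the changes of dim probes by construction, here and in the values below. ASMM9PARTA008580 was not well above background in any “depression microbiota” pool and, on the processed signal, was at least 5.34-fold brighter with “healthy microbiota.” This bound sets its mean in the bright group against, on each dim array, the higher of its own signal and the lowest signal well above background. It does not hold under normexp background correction, where the log2 fold change of ASMM9PARTA008580 was -0.90.
Of the probes that the paper lists as DEGs, 199 of the 200 rows of Table S1 were used, and all 199 had the listed direction. At an unadjusted p under 0.05 were 178 of them, and 153 also changed by at least 1.5-fold. Adjusted over the list alone, 152 passed both thresholds. The study chose this list on these arrays, so neither the shared direction nor any of these counts is independent evidence. On the authors' deposited log2 values, the difference of the group means gave the listed fold change within 1e-05 for 199 of 199 probes. An equal-variance test on those values gave an unadjusted p under 0.05 for all 199, and a smallest p of 0.363 after adjustment over all deposited probes.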

DEGs ranged in length from 427 to 15,363 nucleotides, with the average being 2922 nucleotides. GO annotations were performed to explore the functions of DEGs and DEGs, and several relevant GO terms were enriched (Figure 1B). Single-organism cellular process was the dominant GO term in biological process annotations (Supplementary Table 2). For the cellular component category, the DEGs were mainly annotated to extracellular space (Supplementary Table 3), and most DEGs under molecular function terms were annotated to binding, especially protein binding (Supplementary Table 4).

**FIGURE 1:**
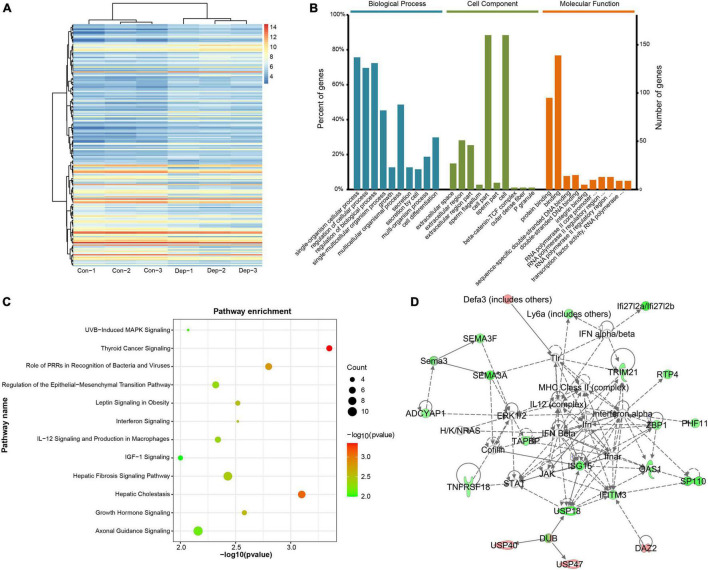
Identification and functional analysis of differentially expressed mRNAs (DEGs) in gut microbiota-dysbiosis mice. **(A)** Hierarchical clustering of DEGs. **(B)** Gene ontology (GO) annotations of DEGs. **(C)** Canonical pathway enrichment for DEGs analyzed by Ingenuity Pathway Analysis (IPA) software. **(D)** Functional network analysis for DEGs revealed by IPA software.

To explore the biological processes affected by gut microbiota-dysbiosis in mice, functional pathway and network analysis were performed. Significant canonical pathways, displayed in Figure 1C, were disrupted in several biological functions related to the inflammatory response, including the role of pattern recognition receptors in the recognition of bacteria and viruses, interferon signaling, and IL-12 signaling and production in macrophages. DEGs were most enriched in axonal guidance signaling function. Network analysis indicated that antimicrobial response, inflammatory response, cellular assembly and organization were the most significantly altered biological functions (Figure 1D). Consistently, upstream regulator analysis identified the inhibition of interferons, e.g., interferon gamma (IFNG), IFNA2, IFNL1, IRF3, and IRF7, and the activation of ACKR2, PNPT1, TRIM24, and NKX2-3 (Figures 2A,B), indicating perturbations of the inflammatory response in gut microbiota-dysbiosis-induced depression mice. 

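The array probe named Ins2 is the one listed for Ins. In the “depression microbiota” pools, Lgals3bp (chromosome 11) had a centered log2 signal of 4.29 ± 0.17 (SD, n = 3) against 4.79 ± 0.26 (SD, n = 3) in the “healthy microbiota” pools, a log2 fold change of -0.50 (SE 0.18). Ifitm3 (chromosome 7) had 4.64 ± 0.12 against 5.18 ± 0.12 (SD, n = 3 each), a log2 fold change of -0.54 (SE 0.14). Lep rose by 0.64 on the log2 scale (SE 0.32) but was well above background in only 2 “depression microbiota” pools and 1 “healthy microbiota” pool. Ins2 rose by 0.54 (SE 0.21), Igf1 by 0.83 (SE 0.30) and Clec7a by 0.64 (SE 0.25), each well above background in 3 “depression microbiota” pools and 2 “healthy microbiota” pools. The pools of the groups did not overlap for Lgals3bp, Ifitm3 and Clec7a, where chance gives this for 10% of genes not chosen on these arrays, as these were (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). They overlapped for Fos, Lep, Ins2 and Igf1. Between pools with the same replicate number, Lep, Ins2 and Igf1 were higher in 3 of 3 pairs and Fos lower in 2 of 3, where 3 pairs cannot give an exact paired permutation p below 0.25. Clec7a rose by 0.41 without “healthy microbiota” replicate 1, and Lep by 0.42 without “depression microbiota” replicate 3. With normexp background correction the rises were 0.10 for Lep, 0.20 for Ins2, 0.27 for Igf1 and 0.30 for Clec7a, while Lgals3bp changed by -0.43. None of these 7 genes passed after adjustment over all detected probes (limma, adjusted p = 0.942).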

Of the seven DEGs that led to the prediction of IFNG as the highest-ranked upstream regulator, three (*Fos*, *Lgals3bp*, and *Ifitm3*) were down-regulated and four (*Lep*, *Ins*, *Igf1*, and *Clec7a*) were up-regulated (Figure 2C).

**FIGURE 2:**
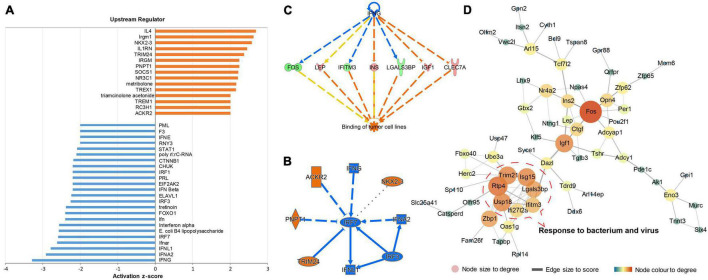
Upstream regulator prediction and protein–protein interaction (PPI) analysis of DEGs in gut microbiota-dysbiosis mice. **(A)** Histogram showing the inhibited and activated upstream regulators of DEGs. **(B)** Graphical summary of the upstream regulators. **(C)** The highest-ranked upstream regulator, IFNG, and its downstream DEGs. **(D)** PPI network analysis of DEGs.

Identification of gene–gene interactions was performed to further explore the pathological mechanisms of gut microbiota-dysbiosis induced depression. 

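The pools of the groups did not overlap for Ifi27l2a, Ifitm3, Isg15, Lgals3bp, Usp18, Trim21 and Rtp4, and all 7 were lower with “depression microbiota.” Chance gives non-overlap for 10% of genes, but the study chose these 7 on the same arrays. Usp18 (chromosome 6) had a log2 fold change of -1.37 (SE 0.24) and Ifi27l2a (chromosome 12) one of -1.33 (SE 0.25). For Ifi27l2a the change was -1.05 without “depression microbiota” replicate 1. Isg15 (chromosome 4) changed by -1.11 (SE 0.16), Rtp4 (chromosome 16) by -0.98 (SE 0.22) and Trim21 (chromosome 7) by -0.84 (SE 0.22). The changes of Usp18, Rtp4 and Trim21 were -0.71, -0.50 and -0.48 with normexp background correction. None of these passed after adjustment (limma, adjusted p = 0.942), and 5 of the 7 passed both thresholds when adjusted over the list alone, a list the study chose on these arrays. The median of the 7 log2 fold changes was -0.98. Relative to the mean of the “healthy microbiota” pools, the median of the 7 genes was -0.86, -1.03 and -1.08 in “depression microbiota” replicates 1, 2 and 3, and -0.08, 0.06 and 0.01 in “healthy microbiota” replicates 1, 2 and 3 (exact two-sided permutation test, p = 0.1).

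**Figure D2:**
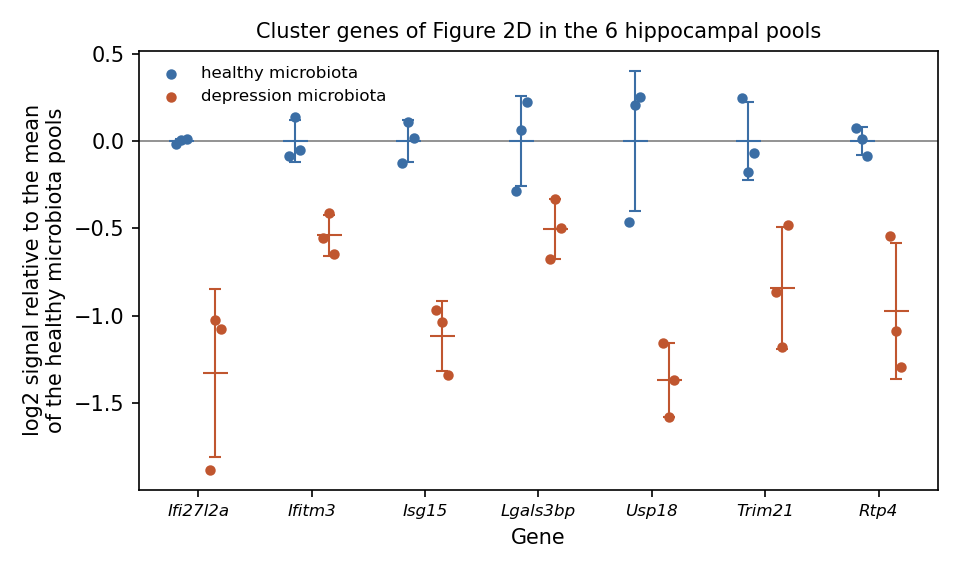
log2 signal of the 7 genes in each pool relative to the mean of the “healthy microbiota” pools. Points are pools, bars give the mean and SD of 3 pools per group, and the “depression microbiota” pools lie under the “healthy microbiota” pools for every gene.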

Our DEGs dataset produced a gene–gene network with a highly connected cluster of nodes, including *Ifi27l2a*, *Ifitm3*, *Isg15*, *Lgals3bp*, *Usp18*, *Trim21*, and *Rtp4*. The proteins encoded by these genes have synergistic functions in response to bacteria and viruses (Figure 2D). In addition, *Fos*, with the highest degree of interaction, was recognized as a hub gene in this gene-gene network. Interestingly, *Fos* is a transcription factor and its mRNA level can act as an index of neuronal activity. Taken together, the inhibition and activation of upstream cytokines, as well changes in the expression of related genes, indicated that dysregulation in the inflammatory response caused by gut microbiota-dysbiosis may lead to decreased neuronal activity, characterized by the down-regulation of *Fos* mRNA.

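The Fos probe (chromosome 12) had a centered log2 signal of 3.11 ± 0.34 (SD, n = 3) in “depression microbiota” pools and 3.96 ± 0.45 (SD, n = 3) in “healthy microbiota” pools. The log2 fold change was -0.86 (SE 0.28, adjusted p = 0.942 from limma). The groups overlapped in this gene (exact two-sided permutation test, p = 0.2). With each pool left out in turn the log2 fold change stayed between -1.12 and -0.72. Fos was well above background on every array. The other immediate-early genes found in the part of Table S1 used here were Npas4, Nr4a2 and Per1. Npas4 changed by -1.10, Nr4a2 by 0.85 and Per1 by 0.59. These genes, chosen by the study on these arrays, did not share a direction. From the predicted inhibition and activation of upstream cytokines and the changed expression of related genes, the paper proposes that a disturbed inflammatory response may reduce neuronal activity, with lower Fos mRNA as its mark.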

### Functional Analysis of Differentially Expressed Long Non-coding RNAs in Response to Gut Microbiota-Dysbiosis

Microarray-based analysis identified 26,494 lncRNAs and 358 DELs (195 up-regulated, 163 down-regulated) between “depression microbiota” and “healthy microbiota” inoculated mice (Figure 3A and Supplementary Table 5). 

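Of the 5365 probes whose name marks them as lincRNA, 2800 were detected. None of these was called when adjusted among themselves (limma, smallest adjusted p of 0.584), and 172 had an unadjusted p under 0.05. Of the latter, 99 also changed by at least 1.5-fold, with 23 up-regulated and 76 down-regulated. After quantile normalization there were 51 up-regulated and 46 down-regulated. Without “healthy microbiota” replicate 1, limma called 1 of the lincRNA probes. Probes outside Table S1, which hold lncRNAs and mRNAs, made up 696 of the 849 probes past an unadjusted p of 0.05 and 1.5-fold. On the authors' deposited log2 values, 311 probes outside Table S1 passed the same limits by an equal-variance test, and none passed after adjustment over all deposited probes.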

When DELs were compared with DEGs, half of the DELs were less than 1000 bp in length, while more than half of the DEGs were more than 2000 bp in length (Figure 3B). The chromosome distribution of DELs and DEGs is displayed in Figure 3C. According to the relationship between DELs and their associated protein-coding genes, DELs detected by Arraystar Microarray were classified as intergenic (50%), antisense overlap (26%), sense overlap (12%), and bidirectional (12%) lncRNAs (Figure 3D).

**FIGURE 3:**
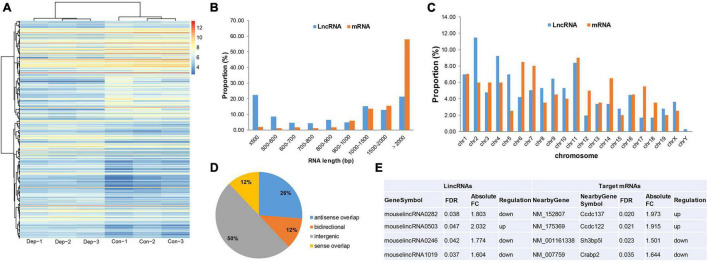
Identification and functional analysis of differentially expressed lncRNAs (DELs) in gut microbiota-dysbiosis mice. **(A)** Hierarchical clustering of DELs. **(B)** Comparison of RNA length for DELs versus DEGs. **(C)** Comparison of chromosome distribution for DELs versus DEGs. **(D)** Classification of DELs based on the relationship between lncRNAs and their associated protein-coding genes. **(E)** Intergenic lncRNAs and their *cis*-regulated nearby genes. FDR, false discovery rate; FC, fold change.

lncRNA subgroup analysis was performed to identify putative functional relationships between DELs and their associated protein-coding genes. Intergenic lncRNAs (lincRNAs) were the most abundant subgroup of lncRNAs, so they were used for further functional analysis. To uncover potential functions of these differentially expressed lincRNAs, *cis*-regulated, nearby genes, located within 300 kb, were predicted. After intersecting with DEGs, four target genes were identified for four lincRNAs (Figure 3E). 

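The probe of Sh3bp5l (chromosome 11) had a centered log2 signal of 3.41 ± 0.17 (SD, n = 3) with “depression microbiota” and 3.90 ± 0.09 (SD, n = 3) with “healthy microbiota,” a log2 fold change of -0.49 (SE 0.15). The pools of the groups did not overlap (exact two-sided permutation test, p = 0.1), but the change was under 1.5-fold and did not pass after adjustment over all detected probes (limma, adjusted p = 0.942). On the authors' deposited log2 values it was -0.59.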

*Sh3bp5l* was down-regulated in gut microbiota-dysbiosis-induced depression mice. SH3BP5L is an SH3 domain-binding protein that plays important roles in regulating proteins or signaling pathways associated with development (Hu et al., 2008). In addition, *Crabp2* was also down-regulated, and the protein it encodes functions in transporting retinoic acid from the cytosol to the nucleus. However, the functions of *Ccdc137* and *Ccdc122* remain largely unknown.

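Crabp2 (chromosome 3) had a centered log2 signal of -2.54 ± 0.13 (SD, n = 3) in “depression microbiota” pools and -1.77 ± 0.19 (SD, n = 3) in “healthy microbiota” pools. Its log2 fold change of -0.78 (SE 0.16) was larger than the spread between pools, without overlap of the groups, and had an adjusted p of 0.942 in limma. Under normexp background correction the change was -0.42.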

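Both genes were higher in “depression microbiota” pools. Ccdc122 (chromosome 14) was well above background on all 6 arrays, with a log2 fold change of 0.93 (SE 0.16). Ccdc137 (chromosome 11) had a log2 fold change of 0.94 (SE 0.27) but was well above background in only 1 of the 3 “healthy microbiota” pools. The change of Ccdc137 lay between 0.74 and 1.19 with each pool left out in turn, but was 0.11 with normexp background correction, where that of Ccdc122 was 0.67. Neither passed after adjustment (limma, adjusted p = 0.942).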

### Functional Analysis of Differentially Expressed MicroRNAs in Response to Gut Microbiota-Dysbiosis

A total of 3552 miRNAs expressed in the hippocampus of gut microbiota-dysbiosis mice were identified. Screening of these miRNAs for differential expression revealed three DEMs, mmu-miR-465c-5p, mmu-miR-200b-3p, and mmu-miR-883b-3p (Figure 4A). mmu-miR-377-3p with a *p*-value less than 0.05 has a significant trend of decrease after FDR correction in “depression microbiota” inoculated mice, and was also included for further analysis. miRNAs can regulate gene expression by binding to the complementary sequences of their targets; therefore, putative biological functions of these four DEMs can be proposed by the functions of their target genes. Using online prediction tools, 4632 target mRNAs were identified for these four DEMs. After intersecting the target genes with the DEGs, 47 intersecting mRNAs were obtained and were used for further functional analysis. The miRNA-mRNA interaction pairs are shown in Table 1.

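All 47 intersected mRNAs were detected and had the direction listed in Table 1, with 29 higher and 18 lower in “depression microbiota” pools. The listed directions came from these same arrays, so this is not independent evidence. The log2 fold changes lay between 0.41 and 1.67 for the former and between -1.43 and -0.53 for the latter, with standard errors from 0.13 to 0.40. In 39 of the 47 the pools of the groups did not overlap, where chance gives 10%, in a list chosen for differences on these arrays. None passed after adjustment over all detected probes in limma, 39 had an unadjusted p under 0.05, and 30 passed both thresholds when adjusted over the list alone, which is not independent evidence. For the list alone, normexp background correction gave 9 and quantile normalization 47. The probes of 22 of the 47 were well above background on all 6 arrays. Pou2f1 is listed in both directions through different transcripts, with log2 fold changes of -0.60 (SE 0.18) and 0.58 (SE 0.29). The probe that rose was well above background in only 1 “healthy microbiota” pool, and its groups overlapped. The probe of Fam178a was not well above background in any “healthy microbiota” pool, so no fold change is given for it.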

**FIGURE 4:**
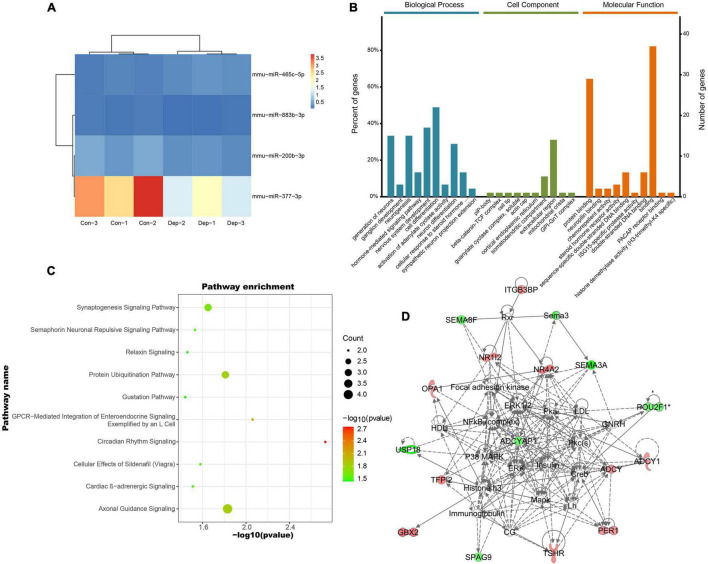
Identification and functional analysis of differentially expressed miRNAs (DEMs) in gut microbiota-dysbiosis mice. **(A)** Hierarchical clustering of DEMs. **(B)** GO annotations of the intersected DEM targets. **(C)** Canonical pathway enrichment for the 47 intersected DEM targets analyzed using IPA software. **(D)** Functional network analysis for the 47 intersected DEM targets revealed by IPA software.

**TABLE 1:** Differentially expressed miRNAs and their differentially expressed mRNA targets.

miRNAs					Target mRNAs				
ID	Name	FC^a^	FDR^b^	Regulation	Seqname	GeneSymbol	FC (abs)^c^	FDR^b^	Regulation
42519	mmu-miR-465c-5p	1.532561563	0.049692	Up	NM_001033407	Gm815	1.521011	0.04507730	Down
					NM_010738	Ly6a	1.621894	0.03735421	Down
					NM_001163350	Ntng1	1.795526	0.04875637	Down
					NM_001025568	Pde1c	1.544196	0.04748477	Down
					NM_198932	Pou2f1	1.5370071	0.04118802	Down
					NM_009152	Sema3a	2.5020425	0.04096039	Down
					NM_177164	Vwc2l	1.8152527	0.02411733	Down
					NM_145575	Cald1	1.602462	0.04895628	Up
					NM_001037321	Fbxo40	1.5813568	0.02854253	Up
					NM_010262	Gbx2	2.0050368	0.04074322	Up
					NM_010418	Herc2	1.6062031	0.04839108	Up
					NM_026348	Itgb3bp	1.5665871	0.00909908	Up
					NM_001098404	Nr1i2	1.7842534	0.04952551	Up
					NM_133752	Opa1	1.6633599	0.03013054	Up
					NM_001003717	Osbpl8	1.6370533	0.04842034	Up
					NM_028748	Paqr5	1.7612659	0.02971225	Up
					NM_001159367	Per1	1.567625	0.02170788	Up
					NM_011137	Pou2f1	1.5176835	0.02779596	Up
					NM_178227	Scn3b	1.6376927	0.02688412	Up
					NM_001113404	Tshr	1.7740262	0.03473434	Up
147186	mmu-miR-200b-3p	0.658253975	0.041228	down	NM_009649	Akap2	1.522913	0.04842372	Up
					NM_172595	Arl15	1.5095077	0.04860469	Up
					NM_029933	Bcl9	1.5354732	0.02891231	Up
					NM_001081225	Fam178a	1.6083025	0.04959859	Up
					NM_030201	Hspa13	3.1505609	0.01178443	Up
					NM_011365	Itsn2	1.7630032	0.03734254	Up
					NM_178227	Scn3b	1.6376927	0.02688412	Up
					NM_173010	Ube3a	1.6787672	0.01200062	Up
					NM_001109691	Phf21a	1.859211	0.03746215	Down
					NM_011081	Piga	1.6523745	0.04463066	Down
					NM_009152	Sema3a	2.5020425	0.04096039	Down
					NM_011349	Sema3f	1.7213542	0.04393336	Down
					NM_001199205	Spag9	1.517349	0.04762527	Down
					NM_029056	Tdrd9	1.5761601	0.04880729	Down
					NM_001101640	Tmem207	1.8919897	0.04882137	Down
					NM_011909	Usp18	2.5167851	0.02862872	Down
42883	mmu-miR-883b-3p	0.569539569	0.039109	Down	NM_009622	Adcy1	1.580024	0.03985197	Up
					NM_172595	Arl15	1.5095077	0.04860469	Up
					NM_001163333	Cttnbp2nl	1.7116936	0.01972822	Up
					NM_152895	Kdm5b	1.687644	0.04898798	Up
					NM_001139509	Nr4a2	1.9803841	0.04820689	Up
					NM_133752	Opa1	1.6633599	0.03013054	Up
					NM_009364	Tfpi2	1.9140846	0.04680254	Up
					NM_009625	Adcyap1	1.6437125	0.03973875	Down
					NM_009152	Sema3a	2.5020425	0.04096039	Down
					NM_001039967	Zfp869	1.7256061	0.02157675	Down
11091	mmu-miR-377-3p	0.471786427	0.066332*	down	NM_021483	Pex5l	1.618897	0.03024903	Up
					NM_011382	Six4	1.510553	0.04898937	Up
					NM_177829	Spink10	1.535757	0.02555243	Up
					NM_001102425	Stx16	1.6225739	0.04827980	Up
					NM_173010	Ube3a	1.6787672	0.01200062	Up
					NM_019626	Cbln1	2.1865587	0.03002855	Down
					NM_001164518	Iglon5	1.9751669	0.02888774	Down
					NM_001025568	Pde1c	1.544196	0.04748477	Down
					NM_001109691	Phf21a	1.859211	0.03746215	Down

*^a^Fold change = the ratio of normalized intensities between two conditions (use normalized data, ratio scale). Normalized Data = (Foreground–Background)/median.*

*^b^False discovery rate that was calculated by Benjamini–Hochberg method.*

*^c^Absolute fold change = the absolute ratio (no log scale) of normalized intensities between two conditions.*

*This miRNA has a p-value < 0.05.

The enriched GO terms of these intersected targets are displayed in Figure 4B. Significantly, the generation of neurons, ganglion development, and neurogenesis were the primarily enriched biological process annotations (Supplementary Table 6). Meanwhile, the somatodendritic compartment and protein binding were the most significant terms in the cellular component and molecular function categories, respectively (Supplementary Tables 7, 8). 

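The genes assigned to axonal guidance were Herc2, Ntng1, Sema3a and Sema3f, and those assigned to synaptogenesis were Adcy1, Itsn2 and Stx16. Sema3a (chromosome 5) fell most, with a log2 fold change of -1.43 (SE 0.30). Ntng1 (chromosome 3) changed by -0.89 (SE 0.24) and Sema3f (chromosome 9) by -0.84 (SE 0.22). Herc2 (chromosome 7) rose by 0.63 (SE 0.27), and by 0.35 without “healthy microbiota” replicate 1. Itsn2 (chromosome 12) rose by 0.72 (SE 0.16), Adcy1 (chromosome 11) by 0.60 (SE 0.22) and Stx16 (chromosome 2) by 0.62 (SE 0.32). Without the same array, Adcy1 rose by 0.39 and Stx16 by 0.33. With normexp background correction the changes were -0.58 for Sema3a, -0.52 for Ntng1, -0.39 for Sema3f, 0.13 for Herc2, 0.20 for Itsn2, 0.31 for Adcy1 and 0.14 for Stx16. The groups overlapped for Stx16 (exact two-sided permutation test, p = 0.3) and not for the other 6 genes (p = 0.1 from the exact permutation test). Ntng1 was well above background on all 6 arrays. Sema3a was so in 2 “depression microbiota” and 3 “healthy microbiota” pools, and the other 5 in 3 and 2. None of the 7 passed after adjustment in limma.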

Functional pathway analysis found that most target genes were enriched in axonal guidance signaling (*Herc2*, *Ntng1*, *Sema3a*, and *Sema3f*) and synaptogenesis signaling (*Adcy1*, *Itsn2*, and *Stx16*) (Figure 4C). Cellular assembly and organization, cellular compromise, nervous system development and function were the top-ranked biological functions (Figure 4D). Thus, the biological functions of these DEMs were mainly related to neurodevelopment.

### Competitive Endogenous RNAs Regulatory Network in Response to Gut Microbiota-Dysbiosis

The miRNA–lncRNA interactions were analyzed to identify ceRNAs that sponge miRNAs. Total of 2193 target lncRNAs for these four DEMs were predicted, and nine lncRNAs survived after intersecting the target lncRNAs with the DELs. The resulting miRNA-lncRNA interaction pairs are shown in Table 2. 

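The probes of these lncRNAs were found, after the values were seen, by setting the printed fold changes against the deposited log2 values, and the nearest probe lay within 6.75e-07 of the printed fold change. The match by fold change is not unique within 1e-05 for 6430628N08Rik, with 3 probes, and A530013C23Rik, with 2, and the nearest was used. In each case only 1 of these probes, the one used, also gave the printed false discovery rate by the candidate adjustment described under the other observations. All 9 had the listed direction, with 8 higher and Gas5 lower in “depression microbiota” pools. The match used the direction as well as the size of the fold change on these arrays, so this shared direction is no evidence. Gas5 had a log2 fold change of -1.32 (SE 0.39) and was well above background in 2 pools of each group. Gas5 changed by -0.48 with normexp background correction, under which 0 of the 9 reached 1.5-fold. None of the 9 passed after adjustment over all detected probes (limma, adjusted p = 0.942), and 6 passed both thresholds when adjusted over the list alone, a list chosen on these arrays. With no filter on dim probes, and with an equal-variance test per probe, 0 passed over the list alone. None of the 9 was well above background on all 6 arrays, and the groups did not overlap for 6 of them, where chance gives 10% in genes not chosen for a difference.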

Combining with the miRNA–mRNA interactions mentioned above, as well as the gene-gene interactions for the 47 intersected mRNAs, a lncRNA–miRNA–mRNA regulatory network was constructed (Figure 5A). According to the ceRNA hypothesis and the biological process annotations for these 47 intersecting genes, two sub-transcriptional ceRNA networks were re-constructed, one including two lncRNAs (4930417H01Rik and AI480526), one miRNA (mmu-miR-883b-3p) and two mRNAs (*Adcy1* and *Nr4a2*) (Figure 5B), and the other including six lncRNAs (5930412G12Rik, 6430628N08Rik, A530013C23Rik, A930007I19Rik, Gm15489, and Gm16251), one miRNA (mmu-miR-377-3p) and three mRNAs (*Six4*, *Stx16*, and *Ube3a*) (Figure 5C). These two ceRNA sub-networks are indicated to play important roles in neurodevelopment.

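In the network of 4930417H01Rik, AI480526, Adcy1 and Nr4a2, the lncRNAs rose by 0.67 (SE 0.22) and 0.85 (SE 0.25) on the log2 scale, each well above background in 3 “depression microbiota” pools and 1 “healthy microbiota” pool. Nr4a2 (chromosome 2) rose by 0.85 (SE 0.22), without overlap of the groups. In the network with Six4, Stx16 and Ube3a, Ube3a (chromosome 7) was well above background on all 6 arrays and rose from -2.11 ± 0.13 to -1.41 ± 0.12 (SD, n = 3 pools each), a log2 fold change of 0.70 (SE 0.14). Six4 (chromosome 12) rose by 0.41 (SE 0.22), was well above background in 2 “depression microbiota” pools and 1 “healthy microbiota” pool, and overlapped between the groups. Of the lncRNAs in this network, Gm15489 rose by 1.00 (SE 0.35) and 6430628N08Rik by 0.40 (SE 0.28). 5930412G12Rik rose by 0.80 (SE 0.23), A530013C23Rik by 0.99 (SE 0.36), A930007I19Rik by 0.52 (SE 0.16) and Gm16251 by 0.90 (SE 0.40). Without “healthy microbiota” replicate 1, the rise was 0.57 for A530013C23Rik, 0.52 for Gm16251, 0.24 for Six4 and 0.22 for 6430628N08Rik. Without “healthy microbiota” replicate 3, it was 0.62 for Six4 and 0.63 for 6430628N08Rik. The normexp offset shrinks changes of dim probes by construction, so a smaller change alone does not argue against a gene. With normexp background correction the changes were smaller for every gene of the 2 networks. Nr4a2 then rose by 0.30, Ube3a by 0.31 and Six4 by 0.049, 4930417H01Rik by 0.10 and AI480526 by 0.052. Gm15489 rose by 0.15, 5930412G12Rik by 0.30, A530013C23Rik by 0.19, A930007I19Rik by 0.042 and Gm16251 by 0.23, while 6430628N08Rik changed by -0.054. In the limma fit used here none of these genes had an adjusted p under 0.942. The smallest adjusted p of any Table 2 lncRNA under the alternatives was 0.0605, with array weights, a setting added after the data were seen.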

**TABLE 2:** Differentially expressed miRNAs and their differentially expressed lncRNAs targets.

ID	Name	FC^a^	FDR^b^	Regulation	Seqname	GeneSymbol	FDR^b^	FC(abs)^c^	Regulation
147186	mmu-miR-200b-3p	0.658254	0.041228	Down	ENSMUST00000159119	Gas5	0.04911062	2.3057933	Down
42883	mmu-miR-883b-3p	0.56954	0.039109	Down	ENSMUST00000148977	4930417H01Rik	0.04292526	1.6698261	Up
					ENSMUST00000160227	AI480526	0.03374033	1.9144645	Up
11091	mmu-miR-377-3p	0.471786	0.066332*	Down	ENSMUST00000126472	5930412G12Rik	0.03637584	1.8078425	Up
					ENSMUST00000165938	6430628N08Rik	0.04965351	1.5305915	Up
					NR_015500	A530013C23Rik	0.04294613	2.0565884	Up
					ENSMUST00000155013	A930007I19Rik	0.04227756	1.5199345	Up
					ENSMUST00000132811	Gm15489	0.04533299	2.6704226	Up
					ENSMUST00000162649	Gm16251	0.04966378	1.9383893	Up

*^a^Fold change = the ratio of normalized intensities between two conditions (use normalized data, ratio scale). Normalized Data = (Foreground–Background)/median.*

*^b^False discovery rate that was calculated by Benjamini–Hochberg method.*

*^c^Absolute fold change = the absolute ratio (no log scale) of normalized intensities between two conditions.*

*This miRNA has a p-value < 0.05.

**FIGURE 5:**
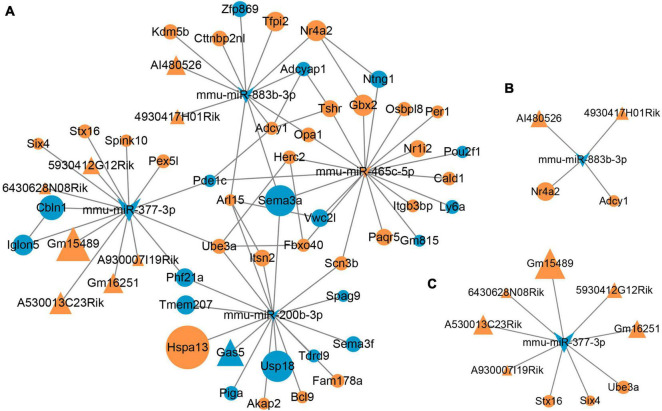
Microbial-regulated lncRNA–miRNA–mRNA network construction. **(A)** The lncRNA–miRNA–mRNA regulatory network constructed based on the RNA–RNA interactions. **(B,C)** Two ceRNA sub-networks involved in neurodevelopment were constructed according to the ceRNAs hypothesis.

## Discussion

The composition of the gut microbiota in MDD is inconsistent across studies; however, higher abundance of *Actinobacteria* and *Eggerthella* and lower abundance of *Bacteroidetes*, *Prevotellaceae*, *Coprococcus*, *Faecalibacterium*, and *Sutterella* are the most consistent findings in patients with MDD compared with healthy controls (Simpson et al., 2021). Previously reports have found that germ-free mice inoculated with fecal microbiota from patients with MDD exhibited typical depressive-like behaviors, characterized by an increase in immobility time in the forced swimming and tail suspension tests compared with germ-free mice inoculated with fecal microbiota from healthy controls (Zheng et al., 2016; Liu et al., 2020a). These behavioral phenotypes may have been caused by mono-colonization or synergism of multiple bacterial species; however, the potential mechanisms by which gut microbiota-dysbiosis regulate depressive-like behaviors were complex and still unclear. In the present study, microarrays were used to profile transcript changes in gut microbiota-dysbiosis mice. Integrated analysis found that dysregulation of the inflammatory response and neurodevelopment were the primary pathological changes. In addition, two neurodevelopmental-associated lncRNA–miRNA–mRNA ceRNA regulatory network were constructed in gut microbiota-dysbiosis-induced depression, one including two lncRNAs (4930417H01Rik and AI480526), one miRNA (mmu-miR-883b-3p) and two mRNAs (*Adcy1* and *Nr4a2*), and the other including six lncRNAs (5930412G12Rik, 6430628N08Rik, A530013C23Rik, A930007I19Rik, Gm15489, and Gm16251), one miRNA (mmu-miR-377-3p) and three mRNAs (*Six4*, *Stx16*, and *Ube3a*), and these molecules could be recognized as potential genetic and epigenetic biomarkers in microbial-associated depression.

According to the hygiene hypothesis, the development and balance of the immune system are closely related to gut microbiota colonization (Bach, 2018). Under conditions of gut microbiota-dysbiosis, toxins and harmful bacteria can trigger an imbalanced inflammatory response that can lead to autoimmune diseases (Pickard et al., 2017). MDD was characterized to have a lower abundance of anti-inflammatory bacteria (e.g., *Coprococcus* and *Faecalibacterium*) and a higher relative abundance of pro-inflammatory species (e.g., *Eggerthella*) (Simpson et al., 2021). In addition to the effects of gut microbiota *per se*, imbalanced inflammatory responses are widely recognized to contribute to the pathogenesis of depression (Gałecki and Talarowska, 2018). In patients with depression, the levels of CRP, IL-6, IL-12, and TNF-α are significantly elevated, indicating a pro-inflammatory state (Osimo et al., 2020). Clinical studies have shown anti-inflammatory agents, in particular cytokine-inhibitors and non-steroidal anti-inflammatory drugs (NSAIDs), to have antidepressant effects either as an add-on strategy or as monotherapy (Kohler et al., 2016), indicating an etiological role of inflammation in depression. In the present study, several biological functions related to the inflammatory response were dysregulated, such as the role of pattern recognition receptors in the recognition of bacteria and viruses, interferon signaling, and IL-12 signaling and production in macrophages. Previous study has indicated that transplanting the fecal microbiota from chronic unpredictable mild stress mice caused depressive-like behaviors in recipient mice via the gut microbiota-inflammation-brain axis (Li et al., 2019). Dysregulation of the downstream inflammatory response leads to the inhibition or activation of the corresponding upstream regulators, e.g., the inhibition of IFNG, IFNA2, IFNL1, IRF3, and IRF7, and the activation of ACKR2, PNPT1, TRIM24, and NKX2-3. As the highest-ranked upstream regulator, IFNG was predicted to be inhibited, and its downstream target, *Fos*, an index of neuronal activity, was down-regulated in gut microbiota-dysbiosis mice. IFNG has been proved to play a role in the development of depressive-like behaviors and its related hippocampal neurogenesis through regulating the function of microglia (Zhang et al., 2020). Neuroinflammatory-mediated mechanisms can influence neuronal activity as well as synaptic plasticity and have been implicated in the neurobiology of depression (Wohleb et al., 2016). Thus, it is inferred that dysregulation of the inflammatory response caused by gut microbiota-dysbiosis may lead to decreased neuronal activity in depression, characterized by the down-regulation of *Fos* mRNA.

Brain development occurs in parallel with gut microbiota development during early postnatal life (Tognini, 2017; Wang et al., 2018), indicating an essential role of gut microbiota in neurodevelopment, including neurogenesis, myelination, microglia maturation, and formation of the blood-brain barrier (Sharon et al., 2016). Imbalance in the relative abundance of specific “pathogenic” bacteria in the gut microbiota is strongly associated with the onset of psychiatric disorders, e.g., depression, possibly because of altered neurodevelopment (Lima-Ojeda et al., 2017; Settanni et al., 2021). Both germ-free mice and antibiotic-treated specific pathogen free mice show alterations in hippocampal neurogenesis (Möhle et al., 2016), as well as in cortical myelination and myelin plasticity (Hoban et al., 2016). Deficient hippocampal neurogenesis is implicated in the pathogenesis of depression (Snyder et al., 2011), while increasing hippocampal neurogenesis is sufficient to recover depressive-like behaviors in mice (Hill et al., 2015). In this study, GO analysis showed that the intersected DEGs regulated by DEMs were mainly enriched in neurodevelopment, in particular axonal guidance signaling (*Herc2*, *Ntng1*, *Sema3a*, and *Sema3f*) and synaptogenesis (*Adcy1*, *Itsn2*, and *Stx16*), as well as neuron generation, ganglion development and neurogenesis. According to the negative regulatory relationships between mRNAs and miRNAs, it is inferred that the microbial-regulated pairs of mmu-miR-465c-5p-*Ntng1*, mmu-miR-465c-5p-*Sema3a*, mmu-miR-883b-3p-*Adcy1*, mmu-miR-200b-3p-*Itsn2*, and mmu-miR-377-3p-*Stx16* play important roles in neurodevelopment. Interestingly, miR-200 microRNA family has been recently identified as an important regulator of gliogenesis and neurogenesis and of adult neural homeostasis in the central nervous system of rodents (Trümbach and Prakash, 2015), and the expression levels of miR-200 family were elevated in mature and differentiated neurons (Jauhari and Yadav, 2019). The downregulation of mmu-miR-200b-3p in present study suggested the impairment of neurodevelopment in gut microbiota-dysbiosis induced depression mice. However, the exact effects of new genetic biomarkers, i.e., mmu-miR-465c-5p, mmu-miR-883b-3p, and mmu-miR-377-3p, on neurodevelopment needed to be further warranted. Consistently, our previous phosphoproteomics study indicated that axon guidance was the primary functional change shared among gut microbiota-dysbiosis-induced depression mice, stress-induced depression rats and MDD postmortem brains (Wang et al., 2020). Taken together, it is suggested that alterations in neurodevelopment, such as axonal guidance, neurogenesis and myelination, underlie the pathological mechanisms by which gut microbiota-dysbiosis induces depression in mice.

It is speculated that miRNAs regulate approximately one third of human genes. miRNAs can suppress gene expression through mRNA translational repression, degradation, or both. In addition to miRNAs, lncRNAs are also emerging as important regulators of gene expression at epigenetic, transcriptional and post-transcriptional levels (Yao et al., 2019). Based on the ceRNA hypothesis, in which lncRNAs act as ceRNAs that sponge miRNAs via microRNA response elements to regulate mRNA, two microbial-regulated lncRNA–miRNA–mRNA ceRNA networks that play important roles in neurodevelopment in depression were constructed in present study. From these two sub-networks, these eight novel lncRNAs (4930417H01Rik, AI480526, 5930412G12Rik, 6430628N08Rik, A530013C23Rik, A930007I19Rik, Gm15489, and Gm16251), two miRNAs (mmu-miR-883b-3p and mmu-miR-377-3p) and five mRNAs (*Adcy1*, *Nr4a2*, *Six4*, *Stx16*, and *Ube3a*) were speculated as key molecules in gut microbiota-dysbiosis-induced depression, and these molecules could be recognized as potential genetic and epigenetic biomarkers in microbial-associated depression. miR-377-3p functions in regulating the inflammatory response, cell proliferation and apoptosis rate (Sun et al., 2021). Previously, dysregulated expression of *Adcy1* mRNA was identified in the hippocampus and prefrontal cortex of restraint stress induced depression mice, and suggested *Adcy1* as a potential biomarkers in depression, and may act as a target in treatment of depression (Yang et al., 2020). *Nr4a2* gene polymorphisms were found to be associated with several symptoms of MDD, and may be a predictor of antidepressant efficacy (Song et al., 2021). Whereas, further evidences were still required to verify the potential roles of the remaining molecules as genetic and epigenetic biomarkers in depression.

Integrated analysis of lncRNAs, miRNAs, and mRNAs enables us to comprehensively screen the potential genetic and epigenetic biomarkers in depression at the transcriptional level and clarify their regulatory roles in the microbiota-gut-brain axis, which will be essential to explore the diagnostic biomarkers and therapeutic targets for depression, especially in the gut microbiota-dysbiosis caused depression. However, extending the present findings to the diagnosis and treatment of depression in humans is still a substantial challenge, due to the obvious biological differences between animals and humans, and the complexity, individuality, and dynamics of biological features in humans aggravate this challenge. Anyhow, the identification of these genetic and epigenetic biomarkers promotes the progress to develop the diagnosis and treatment strategies for depression.

This study has some limitations. Although the high sensitivity and specificity of the microarrays provide a high level of confidence for the present findings, it can’t exclude the false negative rates due to the small sample sizes; thus, these findings needed to be experimentally verified in future studies. In addition, further studies are required to determine whether dysregulated inflammation is a response of the host to gut microbiota *per se* or a pathological change in depression caused by gut microbiota-dysbiosis.

## Conclusion

In summary, significant alterations have been identified in the composition of fecal microbiomes of patients with MDD. In the present study, the effects of depression-related gut microbiota on gene transcription in mice were analyzed to explore the pathological mechanisms of depression caused by gut microbiota dysbiosis, and found that dysregulation of the inflammatory response and neurodevelopment were the primary pathological changes. In addition, two microbial-regulated lncRNA–miRNA–mRNA ceRNA regulatory networks involved in depression-related neurodevelopment were constructed, one including two lncRNAs (4930417H01Rik and AI480526), one miRNA (mmu-miR-883b-3p) and two mRNAs (*Adcy1* and *Nr4a2*), and the other including six lncRNAs (5930412G12Rik, 6430628N08Rik, A530013C23Rik, A930007I19Rik, Gm15489 and Gm16251), one miRNA (mmu-miR-377-3p) and three mRNAs (*Six4*, *Stx16*, and *Ube3a*), and these molecules could be recognized as potential genetic and epigenetic biomarkers in microbial-associated depression. This study provides new clues for understanding the pathogenesis of gut microbiota-dysbiosis-induced depression and may act as a theoretical basis for the development of gut microbiota-based antidepressants.

## Data Availability Statement

The datasets presented in the present study can be found in GEO DataSets, and the GEO accession is GSE189234.

## Ethics Statement

The animal study was reviewed and approved by Ethics Committee of Chongqing Medical University.

## Author Contributions

PX and LL designed the work. HW, XC, YZ, and XR performed the experiments. WL and DY bred the germ-free mice. JP, LF, and SG analyzed the data. LL drafted the manuscript. YL, LZ, and PX revised the manuscript. All authors have read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Integrative Analysis of Long Non-coding RNAs, Messenger RNAs, and MicroRNAs Indicates the Neurodevelopmental Dysfunction in the Hippocampus of Gut Microbiota-Dysbiosis Mice
**Source:** Front Mol Neurosci. 2022 Jan 11;14:745437. doi: 10.3389/fnmol.2021.745437
**Supplement:** Supplementary file 2

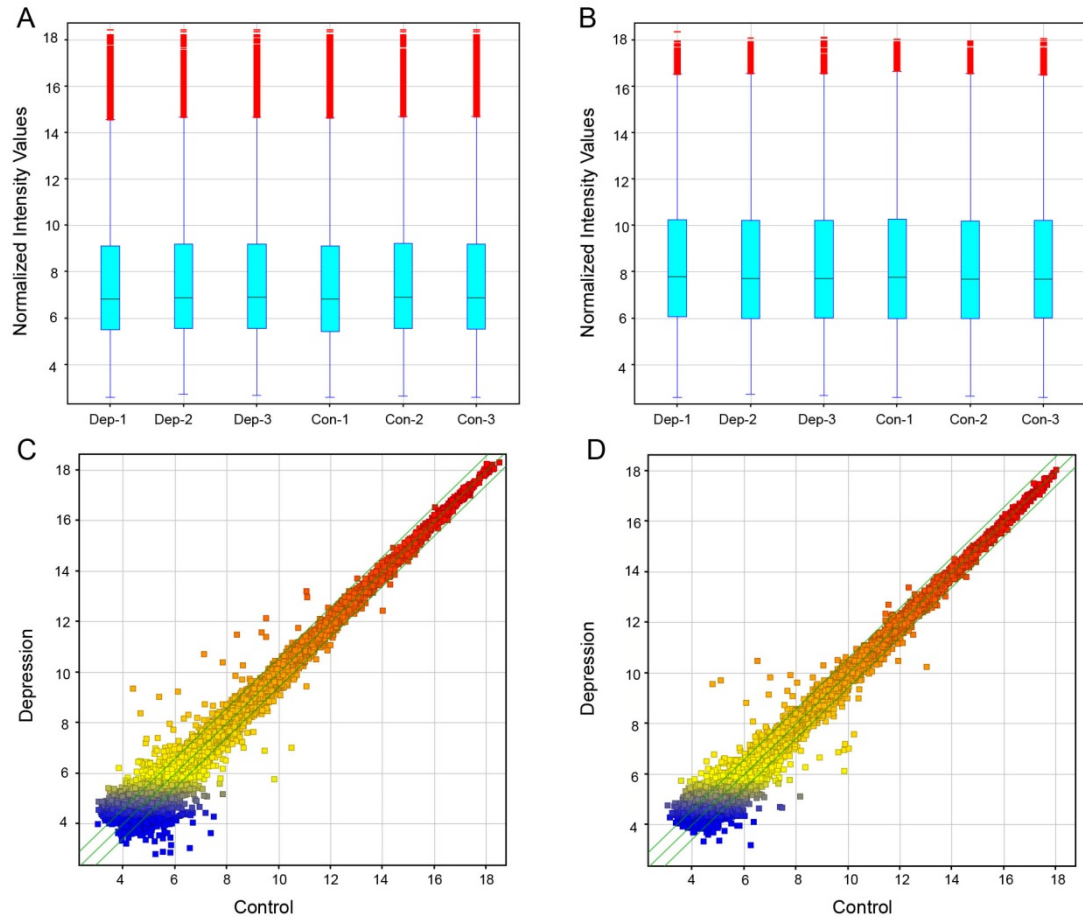

**Figure S1.** Quality assessment of lncRNA and mRNA data after filtering. (A) Box-plot of lncRNAs showing that the distributions of normalized intensities among all tested samples are nearly the same. (B) Box-plot of mRNAs showing that the distributions of normalized intensities among all tested samples are nearly the same. (C) Scatter-plot assessing lncRNA expression variation and reproducibility between the two groups. (D) Scatter-plot assessing mRNA expression variation and reproducibility between the two groups.

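Across 2790 detected probes named as lincRNA with a value on every array, the median Pearson's r was 0.975 within groups and 0.974 between groups. Between the group means r was 0.989, and 91.5% of the detected lincRNA probes differed by less than 1.5-fold.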

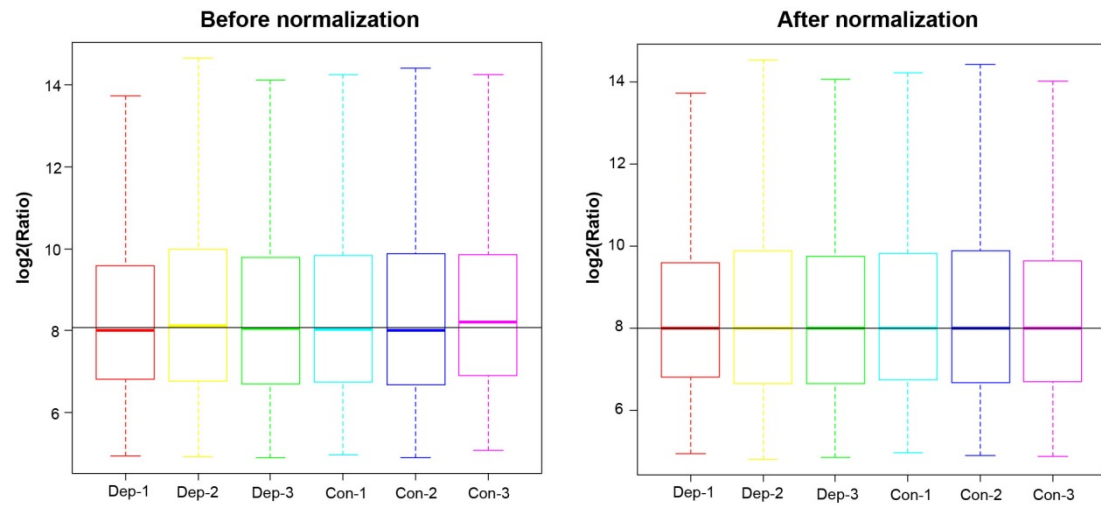

**Figure S2.** Box-plots of miRNAs visualizing the distribution of intensities for each sample before and after normalization.

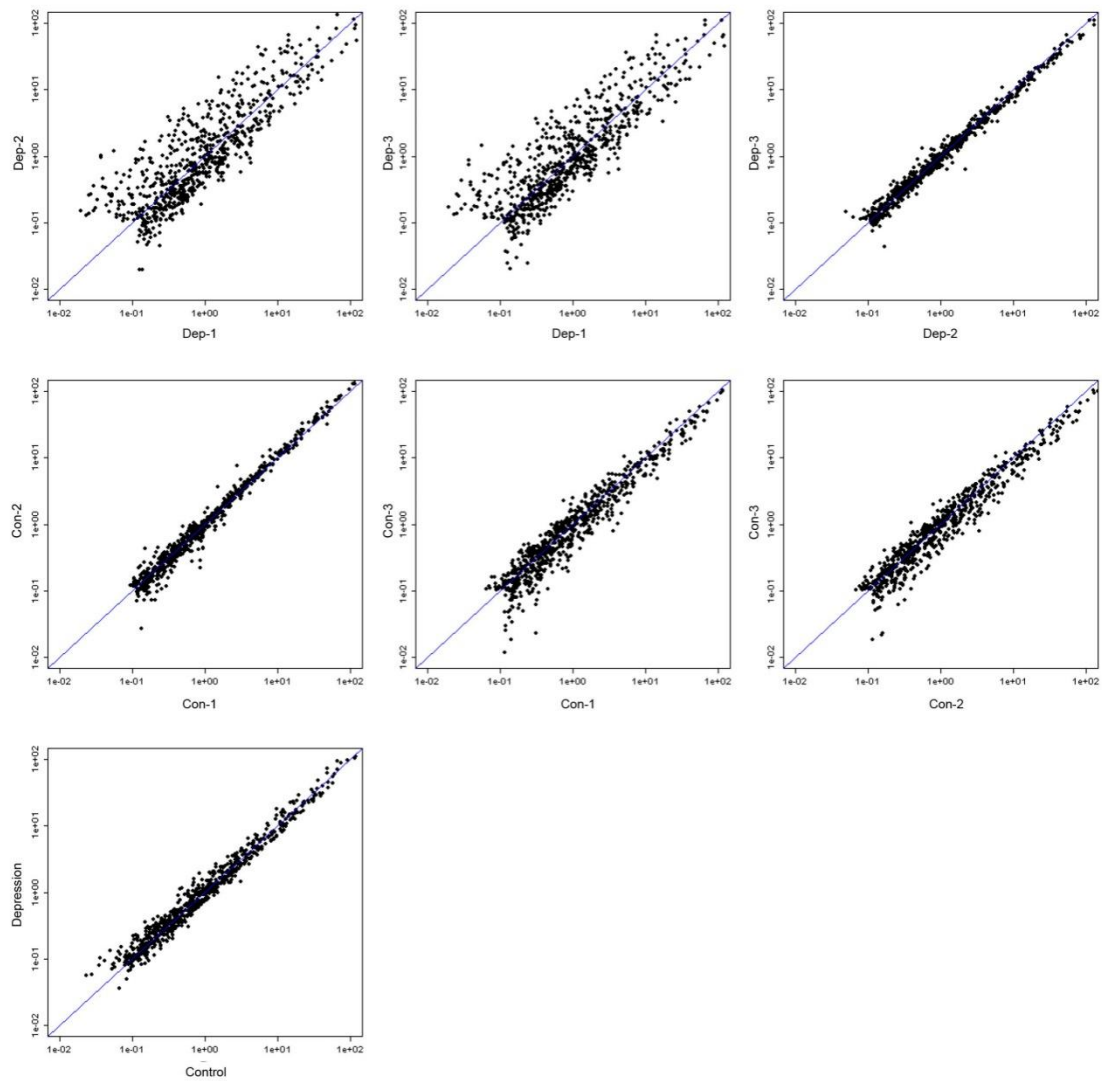

**Figure S3.** Scatter-plots assessing the correlation among replicate experiments.

How the deposited data were processed for this re-analysis (not part of the article)

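Hippocampal RNA of germ-free mice inoculated with “depression microbiota” or “healthy microbiota” was measured on 1-color lncRNA and mRNA arrays, with 3 pools of 3 mice in each of the 2 groups, 2 weeks after inoculation. The condition and replicate number of each array were taken from the sample labels, and the pooling and timing from the paper's methods. The miRNA arrays of the study were not analysed here.

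The authors scanned the arrays, extracted them with Feature Extraction 11.0.1.1 and deposited for each array the linear intensity of every spot with its background and quality marks. The intensities of “depression microbiota” replicate 1 were deposited with 3 significant digits. The authors also deposited a table of log2 values for 41140 probes, made with GeneSpring GX 12.0. The paper's text names neither the normalization used there nor the test for differential expression. Set against the scanner output, the log2 values closely followed a quantile normalization. At least 99.79% of the probes lay within 0.01 of it on every array but that of “healthy microbiota” replicate 1. On that array 96.7% did, and the 99th percentile of the difference was 0.283.

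From the intensity files, the log2 of the processed signal was taken and each array was centered on its 75th percentile over non-control probes. This left out 1319 control spots and 1200 spots of 20 negative-control probes, and spots marked as outliers. Spots of the same probe were averaged for 15 probes, which gave 59709 probes. A probe was detected when it was well above background on at least 3 of the 6 arrays, which left 41155. Each was tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with all 6 arrays and no covariate, and called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Exact two-sided permutation tests over the pools cannot give a p below 0.1. The number of probes well above background ranged from 27905 to 45858 per array, and the number of arrays limits the precision.

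Probes were named from 199 of the 200 rows of Table S1, whose fold changes and false discovery rates are the paper's. The files give 123 probes a RefSeq accession, of which 116 matched the reference gene table. As most other probes were not matched to a transcript here, mRNA and lncRNA probes were tested together, where a test within each class had been planned, and 5365 probes named as lincRNA were also adjusted among themselves. The lncRNAs of Table 2 were tied to probes by their printed fold changes.

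Genes were named by a rule set in advance: every gene that the results, Table 1, Table 2 or Figure 3E name and whose probe is known, and, with no probe called, the 5 probes with the smallest p. The lincRNA probes of Figure 3E were not analysed here. Of the 164 genes in 7 lists written in advance, 25 are in Table S1 and 1 more has a named probe, so no set test was run on them.

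Fits were tested on simulated data with the means and spreads of 41059 probes in this comparison, of which 200 were changed by known amounts. limma recovered 69.0% of these, 91.0% of those changed by 3 or more on the log2 scale and 20.0% of those changed by 1, with 13 false calls among 151. In the data, the probes of Table S1 changed by a median of 0.70 and at most 1.74 in size. No change under 1 was simulated. The share over all simulated changes therefore does not describe changes of that size, and the absence of calls cannot exclude them.

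Same-numbered pools of the groups deviated together from their group means, with correlations across probes of 0.172, 0.128 and 0.293. The numbers were therefore taken to pair the pools, and the arrays with the same number also lie at the same place in the 2 rows of arrays. A fit with the replicate number as a block was an alternative. Because all arrays lay on 1 slide, no slide block was possible. The other alternatives were quantile normalization, the authors' deposited log2 values, normexp background correction with an offset of 50 (on the median spot signal, since the mean signal was not used here), other filters on dim probes, a mean-variance trend with robust moderation, an equal-variance test per probe with adjustment over all or only the probes past 1.5-fold, other thresholds, and leaving out each pool in turn. Array weights, the equal-variance test on the authors' values without adjustment, and the Table 2 probes were added after the data were seen.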

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

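The array weights, the equal-variance test on the authors' values at an unadjusted p, the choice of probes for the lncRNAs of Table 2 and the comparison of normexp by brightness were made only after the result was seen, and the other alternatives, the gene lists and the rule for naming genes were set before the data were examined.

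With all 6 pools, limma or an equal-variance test called no probe under quantile normalization, the authors' values, normexp background correction, no filter on dim probes, a positive and significant signal on 3 of 6 arrays, a signal well above background on all 6 arrays, the equal-variance test per probe, or adjustment of that test over the 2269 probes past 1.5-fold. limma with a mean-variance trend and robust moderation called 1 probe, Hspa13 (log2 fold change 1.67, adjusted p = 0.0287), and array weights called 1, also Hspa13 (1.55, adjusted p = 0.0475). Over all fits its adjusted p ranged from 0.0287 to 1. That probe is the 1 called among Table S1 and the 1 among Table 1 in these fits. The cause was not tested. Without adjustment, 849 probes passed 1.5-fold and a p under 0.05, of them 153 of Table S1 and 99 lincRNA probes. At the same limits the equal-variance test on the authors' values gave 510 probes, 199 of Table S1 and 47 lincRNA probes. On the scanner values the equal-variance test gave 452 probes at these limits, and on the authors' values limma gave 1042. With array weights, 12322 probes, or 29.9%, had an unadjusted p under 0.05. Under the other alternatives the probes past an unadjusted p of 0.05 and 1.5-fold numbered from 233 with normexp to 3300 with no filter on dim probes, and 425 with all 6 arrays well above background.

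Adjusted among themselves, the lincRNA probes gave 8 calls with array weights, 3 with the equal-variance test adjusted over probes past 1.5-fold and 1 with that test on the authors' values. With each pool left out in turn, 0 to 2 probes and 0 to 1 lincRNA probes were called, and the calls came only without “healthy microbiota” replicate 1. That is the array with the fewest probes well above background. The cause was not tested.

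With the replicate number as a block, limma called no probe (0 changed probes, smallest adjusted p of 0.738), and 1117 passed an unadjusted p of 0.05 and 1.5-fold. The replicate block changed no call of a named gene either.

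A positive and significant signal on 3 of 6 arrays detected 4260 lincRNA probes, against 2800. Well above background on all 6 arrays left 27255 probes and 1422 lincRNA probes by its own construction, with 89 of Table S1 and 22 of Table 1, all with the listed direction, and no lncRNA of Table 2, so it gave no value there. The medians of correlation within and between groups differed by less than the spread among pairs under every alternative tried.

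Adjusted over the list alone, Table S1 gave 152 probes, with 198 under quantile normalization and 199 with the authors' values, but 39 with normexp, 76 with all 6 arrays well above background and 67 with the equal-variance test. Table 1 gave 30, but 47 with quantile normalization, 47 with the authors' values, 9 with normexp, 17 with all 6 arrays well above background and 10 with the equal-variance test. Table 2 gave 6, with 9 under quantile normalization, 9 with the authors' values, 7 with the replicate block and 7 with array weights, but 0 with normexp, 0 with no filter on dim probes, 0 with the equal-variance test, 3 with a positive and significant signal and 2 with a trend and robust moderation. With each pool left out in turn the ranges were 66 to 159, 6 to 33 and 0 to 7. Apart from the fewer probes or pools, the cause was not tested.

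The median log2 fold change of the 7 cluster genes of Figure 2D was -0.98, and -0.91 with quantile normalization, -0.91 with the authors' values, -0.54 with normexp and -1.13 with array weights. With each pool left out it lay between -1.05 and -0.92. Of the 13 alternatives run on every named gene, 3 leave the log2 fold change as it is (the trend with robust moderation, the replicate block and the equal-variance test). Under the other 10 the named genes kept their direction, except 6430628N08Rik, whose change was -0.054 with normexp. With normexp, 78 of 84 named genes changed by less, with a median size of 0.41 against 0.76. Of the 1118 values so obtained, 1115 also stayed on the same side of the adjusted threshold. The offset of 50 that normexp adds to every signal shrinks the log2 fold changes of dim probes by construction. A smaller change with normexp is therefore not by itself evidence against a gene. How much of the difference is due to the offset was not tested.

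Between the processed signal and normexp, the log2 fold change moved by a median of 0.16 in the dimmest of 3 equal brightness classes of probes, 0.055 in the middle class and 0.037 in the brightest. Not run were a block by slide, since all arrays share 1 slide, the set tests of the lists written in advance (camera, fry and camera with an estimated correlation) with their choice of probe, and the fits within the mRNA and lncRNA classes.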

Differences from the paper's values

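The equal-variance test on the authors' values at an unadjusted p, and the array weights, were chosen only after the result was seen.

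The paper reports 200 differentially expressed mRNAs. Of the probes listed in Table S1, 0 were called here. Of the alternatives set before the data were examined, only an unadjusted p under 0.05 with 1.5-fold came within 1.5 times of the paper's number, with 153 probes. This count is taken within Table S1 and cannot be above 199, while the same setting gave 849 probes over mRNAs and lncRNAs together. The trend with robust moderation gave 1, Hspa13, and the others 0. Among the settings chosen after seeing the values, the equal-variance test on the authors' values at an unadjusted p gave 199 of the 199 probes used, with 510 over mRNAs and lncRNAs together, and array weights gave 1, Hspa13.

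The paper reports 358 differentially expressed lncRNAs. Of the probes outside Table S1, which hold mRNAs as well, 0 were called here. Of the alternatives set before the data were examined, the unadjusted p under 0.05 with 1.5-fold gave 696 such probes, leaving out “healthy microbiota” replicate 1 gave 2, and the others gave 0, so none came within 1.5 times of the paper's number. The equal-variance test on the authors' values at an unadjusted p, chosen after seeing the values, gave 311.

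The lowest false discovery rate among the 199 probes of Table S1 used here is, in the paper's list, 0.00397. The smallest adjusted p of these probes was 0.727 here. It was 0.0287 with a trend and robust moderation and 0.0925 with all 6 arrays well above background. Adjusted over all tested probes, it was higher under every other filter, normalization, model and left-out pool set before the data were examined. None of these values came within 1.5 times of the paper's value. With the equal-variance test adjusted only over probes past 1.5-fold, the smallest adjusted p of any probe was 0.0708, and 0.0615 on the authors' values. Array weights, chosen after seeing the values, gave 0.0475. Adjusted over Table S1 alone, 152 of the 199 probes passed both thresholds here, and over the respective lists alone 30 of the 47 mRNAs of Table 1 and 6 of the 9 lncRNAs of Table 2 did. The lists were chosen on these arrays.

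The paper's log2 fold change of Ifitm3 is -0.66 and was -0.54 here. Of the alternatives set before the data were examined, quantile normalization, the authors' values, and leaving out “depression microbiota” replicate 2, “healthy microbiota” replicate 1 or “healthy microbiota” replicate 3 came within the spread between pools of the paper's value. normexp, the trend with robust moderation, the replicate block, the equal-variance test and leaving out each of the other 3 pools did not. Array weights, chosen after seeing the values, also came within it, at -0.63. Of all 63 named probes with a listed fold change, Ifitm3 was the only one with a difference above the spread between pools in the fit used here. The number was 39 of 63 with normexp, 0 with quantile normalization, 0 with the authors' values, 1 with the trend and robust moderation, with the replicate block and with the equal-variance test, and 1 to 4 with each pool left out in turn. Array weights, chosen after seeing the values, gave 2.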

Other observations

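The tests of how the listed false discovery rates were made, of the splits of the pools on the scanner values, of the splits by the number of calls, of the brightness per direction, of the spread with position taken out and of the median signal on the array of “healthy microbiota” replicate 1 were chosen only after the result was seen.

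The false discovery rates of Table S1 are under 0.05, while no detected probe passed after adjustment here. On the authors' deposited log2 values an equal-variance test per probe gave 2448 probes, or 5.95%, an unadjusted p under 0.05, and a smallest adjusted p of 0.363. A candidate explanation is that the Benjamini-Hochberg adjustment ran only over the probes already past an unadjusted p of 0.05 and 1.5-fold. The listed rate would then be that p times 200, the number of DEGs, divided by a whole rank. This held for 199 of the 199 probes used, within 0.001 of a whole number. With 358, the number of DELs, it held for 9 of the 9 lncRNAs of Table 2. On the deposited values only 311 probes outside Table S1 passed both limits, fewer than the 358 DELs. The mRNAs and lncRNAs that the paper counts as quantified together outnumber the deposited probes. Not every RNA it counts can therefore have a separate probe among them. The lower number thus cannot decide whether the explanation is complete for the lncRNAs. Adjustment over all 3103 probes past 1.5-fold was excluded as the source, since the smallest adjusted p was then 0.0615. When every p entering the adjustment is already under 0.05, no adjusted value can be above it. Why the adjustment was run in this way stays open.

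Other splits of the 6 pools into groups of 3 gave as many probes past an unadjusted p of 0.05 and 1.5-fold. Of the 10 splits, 6 gave at least the 849 probes of the real split with limma on the scanner values, the real one included. On the deposited values with the equal-variance test, 3 of 10 gave at least the 510 of the real split. Because 10 splits cannot give a share under 0.1, chance cannot be excluded for these counts. After adjustment the real split called 0 probes, so all 10 splits had at least as many by construction and this comparison decides nothing. The most probes, 2800, came from setting “depression microbiota” replicates 1 and 2 with “healthy microbiota” replicate 1. Among the 4 splits that part all 3 pairs of same-numbered pools, the counts were 849 for the real split and 427, 375 and 1268 for the others, with 510, 152, 181 and 595 on the deposited values. The split of “depression microbiota” replicate 1 and “healthy microbiota” replicates 2 and 3 against the rest had the counts of 1268 and 595, and a smallest adjusted p of 0.0263 on the deposited values.

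The array of “healthy microbiota” replicate 1 had 27905 probes well above background, where the others had 39891 to 45858. Less or weaker labeled RNA was argued against by its median background-subtracted signal of 63.4, which lay between the 45.9 and 77.3 of the other arrays. Position on the array explained 3.76% of its deviation from the other arrays, within their range of 2.50% to 4.52%, but its deviation was larger, so that in variance this was the most of the 6 arrays (0.0113 against 0.00406 to 0.0069). With position taken out, the SD of its negative-control spots was still 44.9, against 11.3 to 19.7 on the others, which argues against an uneven background at the scale of the blocks tested as the whole source. Unevenness on a finer scale stays open. The lowest signals that counted as well above background had a 1st percentile of 19.5% of the array's 75th percentile, against 5.68% to 7.03% on the other arrays. This value cannot decide on a higher noise limit. It is taken over the spots that passed, so it restates their low number. The negative-control spots of that array do not depend on this mark. They spread more, with an SD of 45.1 against at most 20 on the others, which goes with a higher noise limit. What raised the noise stays open, as does a difference of the pool itself, for which no test was made. Without this array, 4586 probes, or 11.1%, had an unadjusted p under 0.05 and limma called 2 probes (adjusted p = 0.0045), against 1830 and 0 with all arrays. The smallest adjusted p ranged from 0.0045 to 1 over the alternatives.

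The probes of Table S1 were dim taken together, but not in both directions. Of the 199, 56.3% lay in the dimmest of 3 equal brightness classes of the detected probes, and 44.7% were well above background on all 6 arrays against 66.2% of all detected probes. The median brightness percentile was 17.2 for those listed as higher with “depression microbiota” and 46.3 for those listed as lower. A larger spread of dim probes may explain the excess over both directions, since in the other 9 splits of the pools at least 58.5% of the probes past an unadjusted p of 0.05 and 1.5-fold lay in that class, as 65.1% did in the real split. It does not by itself predict a difference between the directions. On the deposited values with the equal-variance test, 70.9% of the probes higher with “depression microbiota” and 40.1% of those lower lay in that class, a difference of 30.8 percentage points. In the other splits the shares per direction ranged from 42.0% to 98.5%, and the differences from 1.45 to 27.1 points. With 10 splits, chance cannot be excluded for this difference. A higher level of transcripts of low abundance with “depression microbiota” stays open as well, and was not tested.

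Of 45 interferon response genes in a list written in advance, 12 are in the part of Table S1 used here and 1 more with a named probe was not analysed here. All 12 were lower with “depression microbiota,” also under the 10 alternatives that can move their fold changes. Their median log2 fold change was -0.91, and relative to the mean of the “healthy microbiota” pools it was -0.77, -1.03 and -0.89 in “depression microbiota” replicates 1, 2 and 3. A hypothesis is that these genes move together between pools, so that their shared direction could be a single observation. After removal of the group means, their median pairwise correlation of 0.115 stood at the 65.0th percentile of 10000 random sets of detected probes. With 1 pool left out the median nearest to 0 was -0.82, without “depression microbiota” replicate 2. Because the study picked these genes for a difference on these arrays, neither test decides, and an effect of the microbiota, co-regulation and a selected chance difference cannot be told apart for these 12 genes. Of the other lists, Table S1 held 4 immediate-early genes (2 lower), 2 choroid plexus genes (both lower), 3 leptomeninges genes (all lower), 4 thalamus genes (3 lower), and no microglia or hippocampal neuron gene. The table was used only in part and its genes were picked by the study, so these tallies say nothing on the tissue content of the pools.

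The values of “depression microbiota” replicate 1 were deposited with 3 significant digits, unlike those of the other arrays. Rounding all arrays in this way moved no log2 fold change by more than 0.00832, where the smallest standard error was 0.12, which argues against rounding as a source of the differences between groups.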
